A study of Schizosaccharomyces pombe with 8 samples. Its data were reported in "A scaffold lncRNA shapes the mitosis to meiosis switch" (2021).

How the data were processed

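Total RNA was measured by RNA sequencing in 4 fission yeast (Schizosaccharomyces pombe) genotypes: wild type (wt), mot2∆, mamRNA∆ and the double mutant mot2∆ mamRNA∆. Mot2 is an E3 ubiquitin ligase of the Ccr4-Not complex, and mamRNA is a long non-coding RNA transcribed next to the small nucleolar RNA snoU14. There were 8 libraries, 2 per genotype. Per the labels, cells grew in minimal medium for 2 days at 30 °C and were taken in exponential phase at an optical density of 0.6. RNA was extracted with hot acid phenol, depleted of ribosomal RNA and read in pairs of 75 nt.

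The authors trimmed adapters with Cutadapt, aligned the reads to the S. pombe genome with Bowtie2 on the Galaxy server and counted reads per annotated feature with MulticovBed. The values the authors deposited are raw counts, 1 column of whole numbers per library, with no normalization. The genome build, the annotation and whether the counting used the strand are not stated, so no coordinates are given here. Each library listed the same 6973 features, of which 635 are named as antisense features and 53 had 0 counts in every library. Features were named as the deposited counts name them.

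Libraries were grouped by genotype from their titles. The replicate numbers 1 and 2 also come from the titles, which is where the pairing used in the fits with a replicate block comes from. To check whether the numbers pair libraries, the difference between replicate 2 and replicate 1 in log2 counts per 1000000 (CPM, prior count 2) was correlated across features between genotypes. Features are not independent replicates, so these 6 values of Pearson's r describe the libraries and have no p-value. They ranged from -0.108 to 0.163. Because r was -0.108 for mamRNA∆ and mot2∆ mamRNA∆, a fit with the mamRNA∆ numbers crossed was added after the data were examined.

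Total counts ranged from 22381332 to 34667534 per library, a ratio of 1.55. A floor of 3 counts corresponded to between 0.0865 and 0.134 CPM, and a fold change against a genotype whose libraries were all at or under 3 counts is given as a lower bound computed against that floor. Confidence intervals (95%, Wilson) and floors cover counting error only, since the reads carry no molecular identifiers.

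Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Features were kept by filterByExpr (minimum count 10, minimum total 15) on the 4 genotypes, which left 6620 features, 632 of them antisense. Libraries were scaled by TMM, all 8 libraries were fitted together with 1 coefficient per genotype, and differences were tested with edgeR's quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment over the features tested. A feature was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. The standard error (SE) of a log2 fold change was its size divided by the square root of F. There were 5 contrasts: mot2∆ against wt, mamRNA∆ against wt, mot2∆ mamRNA∆ against wt, mot2∆ mamRNA∆ against mot2∆, and the interaction, which is the change from mamRNA∆ to the double mutant minus the change from wt to mot2∆ and is equally the effect of deleting mamRNA in mot2∆ cells minus its effect in wt cells. An interaction under 0 means that the double mutant lay below the sum of the single mutant changes.

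The 7 Mmi1 targets tested as a set were mei4, ssm4, mcp5, rec8, spo5, crs1 and sme2, which encodes meiRNA. A wider set held the 128 tested genes whose names start with mug or meu, the names given to meiotically upregulated genes. Each set was described by its median log2 fold change and tested against all other features with camera (inter-gene correlation 0.01, two-sided, Benjamini-Hochberg over the 10 set tests). The percentile of the median among 10000 random lists of the same size, matched on mean expression in 20 bins, describes these libraries. The regulon list that the study used is not used here.

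The features named were set by a rule written before the data were examined. It gave a fixed panel (mot2, mamRNA, snoU14, mei2, mmi1, act1, omt3 and the 7 Mmi1 targets) and, for each contrast between genotypes, the 3 largest increases and the 3 largest decreases among called features whose 2 libraries of one genotype both lay on the same side of both libraries of the other, with antisense features and targeted genes left out. For the interaction, the 3 largest called values in each direction were taken, with antisense features left out. The RNA mamRNA was not analysed here, so 13 of the panel features were tested, and the counts of mot2 check the mot2∆ labels while nothing checks the mamRNA∆ labels in the same way.

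The alternatives tried, changing one choice at a time, were RLE size factors, scaling by total counts, leaving out features with over 1% of the counts of any library, DESeq2 1.42.0 on the same features, no filter beyond 1 count in total, at least 10 counts in every library, leaving out antisense features, fitting only the genotypes compared, a replicate block, no fold threshold, glmTreat against a log2 fold change of 1, the fry set test, and leaving out each library in turn. The crossed replicate block, leaving out ribosomal RNA features and the feature sme2_long in place of sme2 in the target set were added after the data were examined. With 2 libraries per genotype, no permutation of the labels was run.

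For names, GC content, length and neighbours, feature names were matched to the RefSeq annotation of assembly ASM294v3, and 6197 of the 6973 names matched. The functions were tested on simulated data: counts were drawn for the 6620 features with 200 of them changed by a log2 fold change of 2 up or down, and the test called 200 of these 200 in the right direction and 0 unchanged features. That simulation had expressed features and large changes, so it checks the code and not the power for small changes. Of 200 simulated sets without change, 0 had a camera p under 0.05. Each feature was drawn independently, so this does not check camera for features that change together.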

Results

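The data were read counts per annotated feature from 8 RNA-seq libraries of exponentially growing fission yeast, 2 libraries for each of 4 genotypes. The total count was 22381332 and 26408549 in the wt libraries (replicates 1 and 2), 29261528 and 30342101 in mot2∆, 29882663 and 34667534 in mamRNA∆, and 34215016 and 31594275 in mot2∆ mamRNA∆. No feature held over 1.78% of the counts of any library. The replicates of a genotype had a Spearman correlation across features between 0.997 and 0.999. Their counts differed by more than sampling noise in every genotype (chi-square per degree of freedom 52.1 in wt, 42.3 in mot2∆, 14.4 in mamRNA∆ and 7.59 in mot2∆ mamRNA∆), so each library was counted as 1 sample. The chi-square included ribosomal RNA features, so part of the wt value comes from them. They held 2.28% of the counts in wt replicate 1 and 0.723% in wt replicate 2. The wt replicates also differed most in the median absolute difference of log2 CPM, 0.151, against 0.0981 in mot2∆, 0.0684 in mamRNA∆ and 0.0597 in mot2∆ mamRNA∆. In a principal component analysis of log2 CPM, component 1 carried 45.1% of the variance and separated the mot2∆ and double mutant libraries from the wt and mamRNA∆ libraries, and component 2 carried 29.9% and separated mot2∆ from the double mutant.

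The deleted gene mot2 was examined first, as a check of the labels. Its level was 22.9 ± 0.838 CPM in wt (SD, n = 2), 4.19 ± 0.104 CPM in mot2∆ (SD, n = 2), 18.9 ± 0.0691 CPM in mamRNA∆ (SD, n = 2) and 2.75 ± 0.0359 CPM in mot2∆ mamRNA∆ (SD, n = 2). The log2 fold change was -2.45 (SE 0.11) in mot2∆ against wt and -3.06 (SE 0.11) in mot2∆ mamRNA∆ against wt (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.43e-09 and 2.9e-09). Between 84 and 131 counts remained on the mot2 feature in each library of the mutants that lack it. The extent of the deletion is not stated and the source of these counts was not tested. In mamRNA∆ the mot2 change was -0.28 (SE 0.092; edgeR adjusted p = 0.0298), a call that was lost with DESeq2 (adjusted p = 0.0754; 0.0245 to 0.118 over the alternatives). The mamRNA feature itself was not analysed here. Its neighbour snoU14 was at 51.3 ± 10.7 CPM in wt and 33.6 ± 4.53 CPM in mamRNA∆ (SD, n = 2 each), a log2 fold change of -0.60 (SE 0.15; edgeR adjusted p = 0.0066).

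To measure the effect of losing Mot2, mot2∆ was compared with wt. Of 6620 features, 310 were higher and 257 lower in mot2∆. Dropping the fold threshold moved these counts most, to 1924 and 1996. With the replicate number as a block there were 309 and 258, where the replicate differences of wt and mot2∆ had a correlation of 0.0587 across features. All 7 Mmi1 targets had a log2 fold change above 0, with a median of 1.10 (camera, Benjamini-Hochberg adjusted p = 6.68e-09; percentile 99.97 of the matched random lists), and with the replicate block the median was also 1.10. With the feature sme2_long in place of sme2 the median was 1.51 (camera adjusted p = 5.12e-10). Of the 7, 6 passed an edgeR adjusted p of 0.05. The level of spo5 rose from 2.06 ± 0.0028 to 73.3 ± 5.21 CPM (SD, n = 2 each), a log2 fold change of 5.15 (SE 0.13). The log2 fold change was 2.65 (SE 0.20) for crs1, 1.63 (SE 0.14) for rec8, 1.10 (SE 0.12) for mei4, 1.03 (SE 0.10) for sme2 and 0.78 (SE 0.10) for mcp5. The change of ssm4, 0.17 (SE 0.13), did not pass 0.05 (edgeR adjusted p = 0.293). In assembly ASM294v3, mei4 overlaps cdk9, spo5 overlaps pcf1, crs1 overlaps ade9 and sme2 overlaps mrpl8, and whether the counting used the strand is not stated, so the values of those 4 genes may include reads of a neighbour. Only overlaps with protein-coding genes were searched. The counts also list 2 antisense features of mcp5, so its values may include reads of another transcript too. The 128 mug and meu genes had a median of 0.23 (camera adjusted p = 8.57e-09), with 96 above 0 and 32 below 0, and 0.23 with the replicate block.

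**Figure D1:**
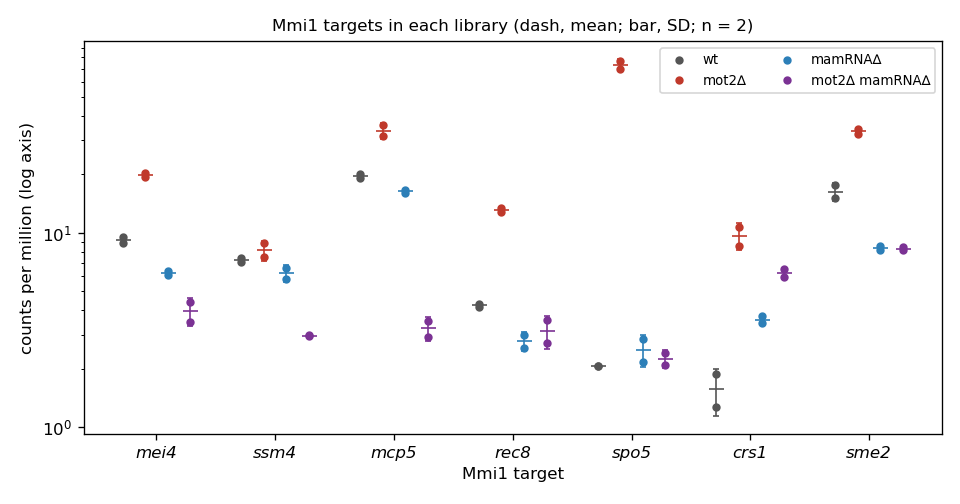
Counts per 1000000 (CPM, log axis) of the 7 Mmi1 targets in each library of wt, mot2∆, mamRNA∆ and mot2∆ mamRNA∆, with a dash at the mean and a bar for the SD (n = 2). For spo5 the mot2∆ libraries lie around 73.3 CPM and the double mutant libraries around 2.25 CPM, near the wt mean of 2.06 CPM.

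Among the other panel genes, mei2 rose from 479 ± 98.3 to 1000.3 ± 128 CPM in mot2∆ (SD, n = 2 each), a log2 fold change of 1.06 (SE 0.13; edgeR adjusted p = 2.38e-05). The non-coding RNA gene omt3 changed by 1.51 (SE 0.065) and snoU14 by 0.90 (SE 0.14) on the log2 scale. Changes under 1 were seen for mmi1, -0.23 (SE 0.063; edgeR adjusted p = 0.00815), and for the actin gene act1, -0.34 (SE 0.10; edgeR adjusted p = 0.0128), both lost with only the genotypes compared in the edgeR fit (adjusted p = 0.0631 and 0.127). Adjusted over the 13 panel genes alone, 12 passed 0.05, the same number as with adjustment over all features. The 3 largest increases were those of SPBC1348.08c (8.15, SE 0.28), pfl9 (7.69, SE 0.32) and pfl6 (7.45, SE 0.21). These have wt levels of 0.251, 0.293 and 0.45 CPM, and the genes belong to families with similar copies, so their counts are uncertain. The 3 largest decreases were to features at or under 3 counts in both mot2∆ libraries: fub2 was at least 19.97-fold lower, alr2 at least 4.83-fold lower and SPNCRNA.446 at least 3.50-fold lower.

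To measure the effect of losing mamRNA alone, mamRNA∆ was compared with wt, and 167 features were higher and 97 lower. With the replicate block there were 169 and 100, and with the mamRNA∆ numbers crossed 172 and 98, where the correlation of the replicate differences of wt and mamRNA∆ was -0.00967. The Mmi1 targets had a median log2 fold change of -0.26, which did not pass the set test (camera adjusted p = 0.218; percentile 15.6 of the matched lists), and -0.26 with the replicate block. The targets did not move together. Of the 7, crs1 was higher (1.21, SE 0.22) and sme2 (-0.96, SE 0.11), rec8 (-0.61, SE 0.17) and mei4 (-0.56, SE 0.13) were lower at an edgeR adjusted p under 0.05, while mcp5 (-0.26, SE 0.10), ssm4 (-0.22, SE 0.14) and spo5 (0.27, SE 0.19) did not pass it. With the replicate block mcp5 passed (edgeR adjusted p = 0.0476). The mug and meu genes had a median of 0.058 (camera adjusted p = 0.130; percentile 99.6 of the matched lists), and 0.056 with the replicate block. In the panel, omt3 changed by -0.56 (SE 0.069; edgeR adjusted p = 5.88e-05) and mei2 by -0.42 (SE 0.13; edgeR adjusted p = 0.0194), while mmi1 (-0.12, SE 0.063) and act1 (-0.22, SE 0.10) did not pass 0.05. Over the panel alone 9 genes passed 0.05, against 8 with adjustment over all features. The 3 largest increases were those of SPNCRNA.385 (at least 4.21-fold higher than wt, which was at the floor), SPBC1348.08c (log2 fold change 4.13, SE 0.40) and isp4 (3.78, SE 0.14), the last rising from 24.4 ± 0.329 to 334 ± 43.3 CPM (SD, n = 2 each). The 3 largest decreases were those of tlh1 (-4.38, SE 0.22), tlh2 (-4.26, SE 0.21) and SPAC186.02c (at least 2.48-fold lower). The wt libraries had 2 and 10 counts of SPAC186.02c, so its bound rests on wt replicate 2 alone. Its log2 fold change ranged from -5.85 to -2.34 over the fits that each left out one library. The genes tlh1 and tlh2 are near-identical copies close to chromosome ends, and the counting could split reads between them.

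To see what the loss of both did, mot2∆ mamRNA∆ was compared with wt, and 201 features were higher and 381 lower. With the replicate block there were 200 and 386, where the correlation of the replicate differences was 0.0131. Of the 310 features higher in mot2∆, 81 were also called higher in the double mutant, and of the 257 lower in mot2∆, 151 were also called lower. The Mmi1 targets had a median log2 fold change of -0.97 (camera adjusted p = 0.0102; percentile 0.42 of the matched lists), and -0.97 with the replicate block. This median is the value of sme2. With the feature sme2_long (-0.55, SE 0.094) in its place the median was -0.55 (camera adjusted p = 0.0198). Below wt at an edgeR adjusted p under 0.05 were mcp5 (-2.60, SE 0.13), ssm4 (-1.29, SE 0.15), mei4 (-1.21, SE 0.14), sme2 (-0.97, SE 0.11) and rec8 (-0.43, SE 0.17), while crs1 remained above it (2.01, SE 0.21) and spo5 did not differ (0.13, SE 0.19; edgeR adjusted p = 0.589). The rec8 change did not pass 0.05 with DESeq2 (adjusted p = 0.0799) or with only the genotypes compared in the edgeR fit (adjusted p = 0.067). The median of the mug and meu genes was 0.011 (camera adjusted p = 0.569), with 65 genes above 0 and 63 below 0, and 0.012 with the replicate block. Of the panel, mmi1 was higher by 0.27 (SE 0.063; edgeR adjusted p = 0.00306), and mei2 (-0.14, SE 0.13), omt3 (0.10, SE 0.067), snoU14 (0.31, SE 0.15) and act1 (-0.10, SE 0.10) did not pass 0.05. The snoU14 change passed with the crossed replicate block (edgeR adjusted p = 0.0459) and with only the genotypes compared in the fit (edgeR adjusted p = 0.0301). The act1 change passed with scaling by total counts (-0.15, edgeR adjusted p = 0.033). The 3 largest increases were those of str3, from 4.68 ± 0.846 to 408 ± 4.35 CPM (SD, n = 2 each; log2 fold change 6.43, SE 0.42), SPNCRNA.317 (at least 10.05-fold higher) and shu1 (at least 9.90-fold higher). The 3 largest decreases were those of SPBPB2B2.01 (-5.45, SE 0.22), SPAC212.02 (at least 4.93-fold lower) and SPBCPT2R1.02 (at least 3.94-fold lower). These 3 genes lie in chromosome regions with repeated gene copies, so their counts are uncertain.

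**Figure D2:**
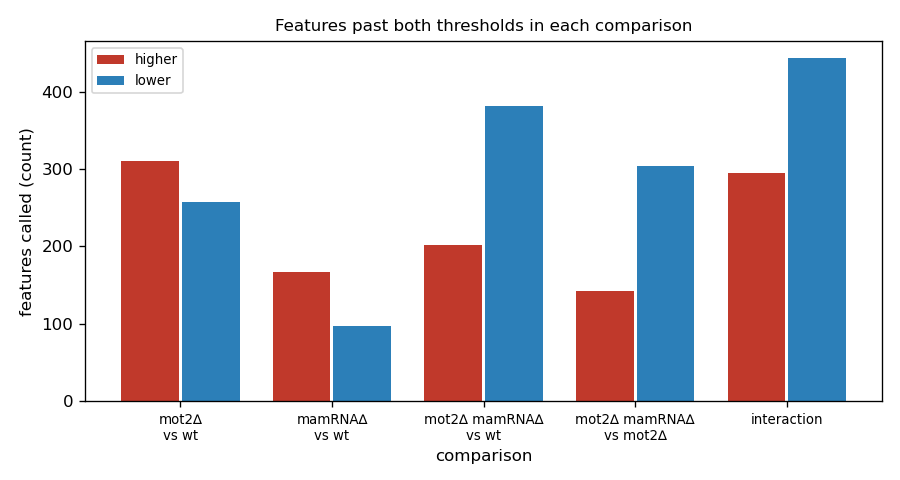
Number of features called higher and lower at an adjusted p under 0.05 and an absolute log2 fold change over 1 in each of the 5 comparisons, with bars starting at 0. The mot2∆ comparison has more increases (310) than decreases (257), and the double mutant has more decreases (381) than increases (201).

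The question of whether the changes of mot2∆ cells need mamRNA was addressed by comparing mot2∆ mamRNA∆ with mot2∆. In the double mutant 142 features were higher and 304 lower. With the replicate block there were 144 and 305, where the correlation of the replicate differences of these genotypes was 0.163, the highest of the 6. Scaling by total counts gave 93 higher and 369 lower, so that 20.1% of the called features were higher in place of 31.8%. Of the 310 features called higher in mot2∆, 160 were called lower in the double mutant than in mot2∆. The 7 Mmi1 targets were all lower, with a median log2 fold change of -2.06 (camera adjusted p = 8.24e-19; none of the random lists reached it), and -2.07 with the replicate block. With the fry set test the adjusted p was larger, 6.68e-05. Every target passed an edgeR adjusted p of 0.05, and the changes were -5.02 (SE 0.13) for spo5, -3.38 (SE 0.12) for mcp5, -2.32 (SE 0.13) for mei4, -2.06 (SE 0.15) for rec8, -2.003 (SE 0.10) for sme2, -1.47 (SE 0.15) for ssm4 and -0.64 (SE 0.15) for crs1. The median log2 CPM of the set was 4.35 and 4.28 in the mot2∆ libraries and 1.86 and 1.60 in the double mutant libraries. The mug and meu genes had a median of -0.21 (camera adjusted p = 8.57e-09), with 88 genes below 0 and 40 above 0, and -0.21 with the replicate block. In the panel, omt3 (-1.41, SE 0.063), mei2 (-1.21, SE 0.13) and snoU14 (-0.60, SE 0.14) were lower, mot2 was lower (-0.61, SE 0.13; edgeR adjusted p = 0.00219) although it is deleted in both, and mmi1 was higher (0.49, SE 0.063), while act1 (0.24, SE 0.10) did not pass 0.05 with adjustment over all features (edgeR adjusted p = 0.0663). Over the panel alone all 13 genes passed, against 12 over all features, and act1 also passed over all features with DESeq2 (adjusted p = 0.0113), with only the genotypes compared in the edgeR fit (adjusted p = 0.0243) and with scaling by total counts (edgeR adjusted p = 0.0379). The 3 largest decreases were those of SPAC977.08 (at least 26.8-fold lower), pfl6 (-7.69, SE 0.21) and SPBC1348.08c (-7.42, SE 0.24). Of the 3 largest increases, SPNCRNA.1299 was at least 4.16-fold higher and SPNCRNA.1304 at least 3.38-fold higher, while alr2 was at or under 3 counts in both genotypes and no fold is given for it.

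Whether deleting mamRNA had another effect in mot2∆ cells than in wt cells was tested directly by the interaction. It was above 0 for 295 features and below 0 for 443. With the replicate block there were 298 and 447, and 296 and 447 with the mamRNA∆ numbers crossed, where the correlation of the replicate differences of mamRNA∆ and mot2∆ mamRNA∆ was -0.108. Scaling by total counts gave 217 and 537, so that 28.8% were above 0 in place of 39.97%, and it moved the median interaction of all features to -0.11. The Mmi1 targets had a median interaction of -1.75 (camera adjusted p = 3.22e-09; none of the random lists reached it), and -1.75 with the replicate block. It was below 0 for each target at an edgeR adjusted p under 0.05: -5.29 (SE 0.23) for spo5, -3.11 (SE 0.16) for mcp5, -1.85 (SE 0.27) for crs1, -1.75 (SE 0.18) for mei4, -1.45 (SE 0.23) for rec8, -1.24 (SE 0.20) for ssm4 and -1.04 (SE 0.15) for sme2. The mug and meu genes had a median of -0.34 (camera adjusted p = 5.54e-08), and -0.34 with the replicate block. The interaction was -0.84 (SE 0.093) for omt3, -0.78 (SE 0.18) for mei2, 0.61 (SE 0.089) for mmi1 and 0.46 (SE 0.14) for act1, each past an edgeR adjusted p of 0.05. For snoU14, 0.0079 (SE 0.20), and mot2, -0.33 (SE 0.16), it was not. The lowest values were those of SPBC1348.08c (-11.55, SE 0.44), pfl6 (-11.35, SE 0.34) and pfl9 (-10.50, SE 0.53). The highest were those of SPNCRNA.1304 (6.06, SE 1.05), alr2 (4.86, SE 1.49) and SPNCRNA.1299 (4.85, SE 1.001), which had between 0 and 21 counts per library, with at least 1 genotype at the floor, so their size is not well defined, and the alr2 call was lost with DESeq2 (adjusted p = 0.065).

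**Figure D3:**
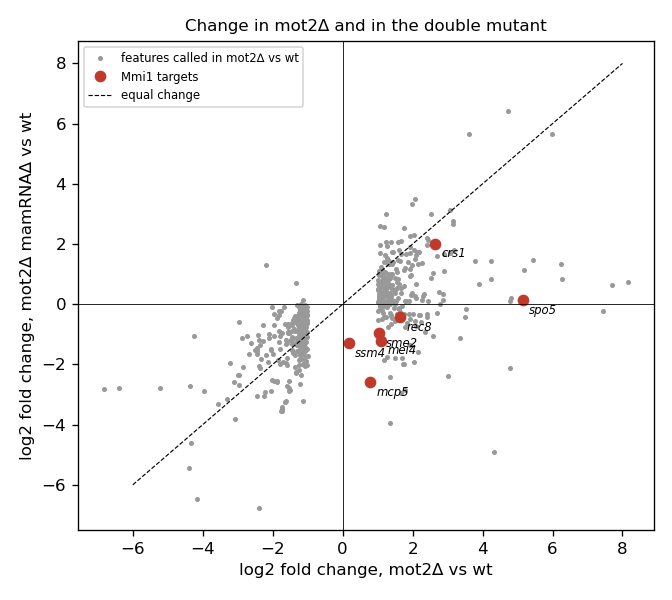
Log2 fold change against wt in mot2∆ (horizontal axis) and in mot2∆ mamRNA∆ (vertical axis) for the 273 higher and 243 lower features called in mot2∆, antisense features left out (grey), and for the 7 Mmi1 targets (red), with a dashed line at equal change. The decreases lie around the line, and most increases lie below it, spo5 among them at 5.15 in mot2∆ and 0.13 in the double mutant.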

Values the study reported

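For the RNA-seq comparison of these genotypes, with n = 2, the study reported box plots over 60 transcripts under Mmi1 control, over 60 transcripts drawn at random and over all transcripts. By an analysis of variance it gave p = 0.00046 between mot2∆ and mamRNA∆ and p = 0.00026 between mot2∆ and mot2∆ mamRNA∆, without naming the group of transcripts. By RT-qPCR, with 4 or 5 replicates, it gave p = 0.00008 for mei4, p = 0.00011 for ssm4 and p = 1.08e-06 for mcp5 between mot2∆ and mot2∆ mamRNA∆.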

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

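The tests of overlapping genes, of the general loss of mot2∆ increases and of culture differences were chosen after the results they bear on had been seen; the others in this part were chosen before.

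Each result here was set apart because the effect of deleting mamRNA differed between wt and mot2∆ cells by the interaction test. The interaction was above 0 for 295 features and below 0 for 443 at an adjusted p under 0.05 and an absolute log2 value over 1 (edgeR quasi-likelihood test). The total of 738 stayed within 1.5 times under the technical corrections tried, but its split did not hold under each: 754 features were called with scaling by total counts, 217 above 0 and 537 below. There were 744 with every library thinned to the smallest total, and 739 without the 5 features over 1% of the counts of any library. With an offset per library for GC content and length, 639 of the features with a reference match were called, against 642 without it. That offset hardly moved the count, so it is a weak test of GC content and length. A difference between cultures or strain isolates of a genotype cannot be told apart from a genotype effect, because there were 2 libraries per genotype and nothing in the labels separates the strain from the culture.

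The Mmi1 targets had a median interaction of -1.75 and the mug and meu genes one of -0.34. By gene it was -5.29 for spo5, -3.11 for mcp5, -1.85 for crs1, -1.75 for mei4, -1.45 for rec8, -1.24 for ssm4 and -1.04 for sme2. The target median was -1.87 with scaling by total counts, which moved the median of all features to -0.11, -1.80 after thinning to the smallest total and -1.74 with the GC content and length offset, for which all 7 targets had a value. That offset hardly moved the median, so it is a weak test. Reads of overlapping protein-coding genes do not account for it in full, since the targets with no such overlap in assembly ASM294v3, ssm4, mcp5 and rec8, had values of -1.24 or lower. Antisense features were not part of that search, and mcp5 has 2 of them. A general loss of the mot2∆ increases was weighed by drawing lists of features with similar changes in mot2∆: the targets' median change in the double mutant, -0.97, had a percentile of 0.01 among these lists, whose median was 0.35. The match was coarse for spo5, whose neighbours in mot2∆ change lay up to 2.36 away on the log2 scale, and mean expression was not matched. Scaling and depth do not account for the pattern. The libraries of these genotypes lay closer to their own replicate than to the other genotype in the median log2 CPM of the targets (4.35 and 4.28 in mot2∆, 1.86 and 1.60 in the double mutant), so a difference between replicates does not account for it either. A difference between strains other than the named deletions was not tested, so that a dependence of the target increases on mamRNA is a hypothesis here. A lost increase cannot be read from every interaction. Against wt, ssm4 changed by 0.17 in mot2∆ (edgeR adjusted p = 0.293), so it had no clear increase to lose. The gene crs1 kept most of its increase (2.65 in mot2∆, 2.01 in the double mutant) and rose in mamRNA∆ (1.21). For mcp5 the increase was 0.78 and the double mutant change -2.60, so its interaction was largely a fall below wt. The increases of spo5, rec8, mei4 and sme2 were absent in the double mutant. Why 5 of the 7 targets fell below wt in the double mutant was not tested.

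Of the other panel genes, omt3 had an interaction of -0.84, mei2 of -0.78, mmi1 of 0.61 and act1 of 0.46. With scaling by total counts, all features shifted by -0.11 in the same direction for this contrast, which is smaller than each of these values. Both act1 and mei2 were higher in wt replicate 1 than in replicate 2 (act1 5778 against 4970 CPM, mei2 548 against 409 CPM). For mei2 replicate 1 was also higher in mot2∆ (1091 against 909 CPM) and in the double mutant (458 against 409 CPM). It was not higher in mamRNA∆ (352 against 361 CPM). Over the fits that each left out one library, act1 ranged from 0.35 to 0.56 and mei2 from -1.01 to -0.59. No technical explanation specific to these genes was tested.

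The lowest interactions, -11.55 for SPBC1348.08c, -11.35 for pfl6 and -10.50 for pfl9, come from features that rose in both single mutants and stayed low in the double mutant. The flocculin genes pfl6 and pfl9 are in the flocculation list among the other observations and SPBC1348.08c is not. Reads shared with similar copies were not tested for any of them. The highest, 6.06 for SPNCRNA.1304, 4.86 for alr2 and 4.85 for SPNCRNA.1299, rest on few counts. When each library was left out in turn, the smallest of the 3 values was 4.18. With genotypes near 0 counts such a fit could hardly come out otherwise, so an effect of few counts cannot be told apart from a change.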

How the results depend on the processing

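Most results kept their direction and their side of the threshold. Of the counts of called features, 107 values under an alternative were within 1.5 times the reported count and 21 were not. Of the 21, 20 came from the threshold. With no fold threshold the higher and lower counts were 1924 and 1996 for mot2∆ against wt, 1315 and 1500 for mamRNA∆ against wt, 1910 and 2020 for the double mutant against wt, 1816 and 1904 for the double mutant against mot2∆, and 1612 and 1542 for the interaction. With glmTreat they were 160 and 80, 67 and 41, 83 and 163, 35 and 155, and 103 and 198 in the same order. The other one was the count of features higher in the double mutant than in mot2∆, which was 93 with scaling by total counts against 142. That scaling moved the median of all features in this comparison from -0.0058 to -0.092, and the lower count from 304 to 369.

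The median of the mug and meu genes in the double mutant against wt, 0.011, changed sign with scaling by total counts (-0.043) and with at least 10 counts in every library (-0.0018), and it did not pass the set test under either. Without wt replicate 1 it was -0.0090, with a range from -0.0090 to 0.032 over the fits that each left out one library. For the same genes in mamRNA∆ the median of 0.058 passed the fry test (adjusted p = 0.0149) and not camera, whose adjusted p ranged from 0.105 to 0.205 over 9 alternatives. The change of mot2 in mamRNA∆ no longer passed an adjusted p of 0.05 with scaling by total counts (-0.25, edgeR adjusted p = 0.118), with only the genotypes compared in the fit (-0.26, edgeR adjusted p = 0.0612) and with DESeq2 (-0.28, adjusted p = 0.0754), with a range from 0.0245 to 0.118 over 11 alternatives; the cause was not tested.

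The replicate block changed no call count by more than a factor of 1.5, and neither did the crossed block. Leaving out each library in turn leaves a genotype with 1 library, so no call was made. Of the features called, between 75.4% (higher in the double mutant than in mot2∆, 107 of 142) and 91.3% (higher in mot2∆ than in wt, 283 of 310) kept their direction with an absolute log2 fold change over 1 in the least favourable of these fits. The median of the Mmi1 targets ranged from -2.28 to -2.03 in the double mutant against mot2∆ and from -1.92 to -1.56 in the interaction, and that of the mug and meu genes from -0.36 to -0.28 in the interaction. The mot2 change ranged from -2.48 to -2.41 in mot2∆ against wt, from -0.31 to -0.24 in mamRNA∆, from -3.09 to -3.02 in the double mutant against wt and from -0.37 to -0.30 in the interaction. In the double mutant against wt, mei2 ranged from -0.34 to 0.083 and act1 from -0.21 to 0.011, each crossing 0 without wt replicate 1. For mei2 in mamRNA∆ against wt the range was -0.62 to -0.20, with the smallest change also without wt replicate 1. The snoU14 interaction, 0.0079, fell below 0 with scaling by total counts (-0.11), without features over 1% of the counts (-0.017), with no filter (-0.0062), with at least 10 counts in every library (-0.027) and without antisense features (-0.026), with adjusted p from 0.679 to 0.989 over 10 alternatives. Among the other named genes, 11 values under an alternative gained significance and 7 lost it. The gains were act1 in mamRNA∆ against wt (2), in the double mutant against wt (1) and in the double mutant against mot2∆ (3), mcp5 in mamRNA∆ against wt (3), and snoU14 in the double mutant against wt (2). Those lost were mmi1 and act1 in mot2∆ against wt, rec8 in the double mutant against wt under 2 alternatives, and alr2 under 2 alternatives in the double mutant against mot2∆ and under 1 in the interaction.

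With 2 libraries per genotype the depth limits features with few counts. The filter of at least 10 counts in every library removes those near the floor, several of the named features with the largest changes among them.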

Other observations

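The tests of strand, of flocculin copies, of chromosome ends and of culture differences for iron genes were chosen after the results they bear on had been seen, and so were the gene lists; the other tests in this part were chosen before.

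Sense and antisense features of a gene changed together. Of 635 antisense features, 564 have the sense feature beside them in the files, and in 63 of these pairs the counts were within 5% of each other in all 8 libraries. Across the 561 tested pairs, the changes of sense and antisense features in the double mutant against wt had a correlation of 0.921, against 0.317 across 5873 pairs of neighbouring genes. This is consistent with counting without regard to strand, in which case the counts of antisense features and overlapping genes may include reads of the other strand. No biological explanation was tested.

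Increases and decreases of mot2∆ differed in the double mutant. For the 273 features higher in mot2∆, the median change in the double mutant was 33.0% of that in mot2∆, and for 242 lower features (mot2 left out) it was 86.8%. When features were selected on one replicate and measured on the other, the difference between decreases and increases was 45.4 and 68.5 percentage points, against 53.8 in all libraries, so selection on the same libraries does not account for it. With scaling by total counts it was 64.7. A hypothesis that mamRNA may be needed mainly for the increases in mot2∆ remains, with the reservation that cultures and strains cannot be told apart from genotypes.

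Genes for flocculation, the clumping of cells through surface proteins called flocculins, were mostly higher in both single mutants and mostly not in the double mutant. Of 10 tested genes of a list written after the values were seen, 6 were called higher in mot2∆, 7 in mamRNA∆ and 1 in the double mutant, and 8 had a called interaction below 0, with a median of -2.51 (-2.63 with scaling by total counts). The flocculin gene gsf2 changed by 4.25, 3.40 and 0.82 in mot2∆, mamRNA∆ and the double mutant against wt, and the last also passed (edgeR adjusted p = 1.23e-05). The list was not uniform: pfl2 was lower in both single mutants (-0.60 and -0.68) with an interaction of 1.53, pfl7 was lower in mot2∆ (-2.97) with an interaction of 0.19, pfl5 was not higher in mamRNA∆ (-0.28), cbf12 did not pass in mot2∆ (0.22; edgeR adjusted p = 0.0618), and pfl3 was also higher in the double mutant (1.64). The list medians of replicates of a genotype differed by at most 0.0908 in log2 CPM. The transcription factor genes mbx2 and cbf12, which are not flocculins, had interactions of -2.38 and -1.41. Of these, mbx2 had the pattern (0.98, 1.02 and -0.38 in the same order) and cbf12 had it in part. Reads shared between copies leave open which flocculin genes rose, which cannot be told apart by these counts, and differences between strains remain open.

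Phosphate genes were lower in the double mutant. The acid phosphatase gene pho1 changed by -4.13 in the double mutant, 0.27 in mot2∆ and -0.34 in mamRNA∆, while pho84 changed by -1.61 and tgp1 by -1.89 in the double mutant. The fall was not specific to the double mutant for these 2 genes: pho84 changed by -0.80 in mot2∆ and -0.36 in mamRNA∆, tgp1 by -0.59 and -2.61, and the tgp1 interaction was 1.30. The largest difference between replicates of a genotype in the list median was 0.395 in log2 CPM, against a median change of -1.89. Iron uptake genes were higher in the double mutant, 7 of 10 at an adjusted p under 0.05 (edgeR), with a median of 0.97. The replicates of the genotypes compared differed in the list median by 0.239 (wt) and 0.0071 (double mutant) in log2 CPM. The mot2∆ replicates, which are not in that comparison, differed by 0.747, and for str3 they were at 66.3 and 185 CPM, so the size of their change in mot2∆ is uncertain. The increase was not limited to the double mutant: in mot2∆ against wt the change was 4.73 for str3 and 1.24 for str1, and shu1 was at least 12.5-fold higher. Nor was it uniform, since sib2 was lower in the double mutant (-0.25; edgeR adjusted p = 0.00886). In mamRNA∆ against wt, 4 of the 10 genes were lower at an edgeR adjusted p under 0.05 and 0 were higher. The 4 were frp1 (-1.97), fio1 (-0.84), fip1 (-0.75) and frp2 (-0.66). No biological explanation was tested for either list. The replicates of wt and of the double mutant differed in the phosphate list median by 0.0104 and 0.138 in log2 CPM. Both are small beside the median change of -1.89. With 3 genes, however, the list median of a library is the level of 1 gene, which can be another gene in another genotype. These differences therefore do not give the spread of each gene, and no conclusion on replicate cultures is drawn from them. Differences between strains and between cultures of the genotypes remain open for both lists.

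Called features were frequent near chromosome ends. Of the 52 tested features among the outermost 40 annotated genes of each end of chromosomes I and II, 10 were called lower in mamRNA∆, an odds ratio of 17.1 (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted over 8 tests, p = 7.06e-09), and 14 were called higher. In mot2∆ 23 were lower and 15 higher. In the double mutant against wt 25 were lower (odds ratio 16.2, adjusted p = 2.06e-17 by the same exact test) and 3 higher (adjusted p = 0.218), so the pattern was not limited to the single mutants. Reads shared between near-identical copies cannot be told apart from a change of these genes by counts, and neighbouring features are not independent, so the p-value is a description.

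The share of counts on ribosomal RNA features differed between libraries, from 2.28% (95% Wilson interval 2.27% to 2.28%) in wt replicate 1 to 0.134% (95% Wilson interval 0.133% to 0.135%) in mot2∆ mamRNA∆ replicate 2. It was higher in replicate 1 than in replicate 2 in all 4 genotypes. A preparation shared by same-numbered libraries could give such a difference, and the labels name no batch. Without these features 572 were called in the double mutant against wt, compared with 582 with them, and the lower features went from 257 to 245 in mot2∆ and from 97 to 89 in mamRNA∆. An effect of the preparation on other features is not tested by leaving these out.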
